A study of Mus musculus with 7 samples. Its data were reported in "Computational prediction of CTCF/cohesin-based intra-TAD loops that insulate chromatin contacts and gene expression in mouse liver" (2018).

How the data were processed

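Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed on livers of male CD-1 mice of 8 weeks of age, with an antibody to the DNA-binding protein CTCF in 4 libraries and with an antibody to Rad21, a subunit of the cohesin complex, in 3 libraries. In ChIP-seq, protein and DNA are crosslinked, the chromatin is sheared, fragments held by the antibody are sequenced, and a site bound by the protein appears as a pile of fragments (a peak). Only 3 processed files were used here. They are a pooled list of CTCF peaks, a pooled list of Rad21 peaks, and a list of CTCF sites that the authors assigned to 4 classes.

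Per the study's methods, the authors merged the raw reads of each factor before mapping. They mapped the merged reads to mouse genome build mm9 with Bowtie2, kept reads with a unique position, and called peaks with MACS2. They then removed blacklisted regions and peaks made of PCR duplicates alone. The deposited score of a peak is the −log10 of its q-value multiplied by 10 and cut to a whole number. The deposited fold is the ratio of the number of fragments at the summit to a local background estimate, with a pseudocount of 1 on both. The deposited −log10 p and −log10 q columns give the probability of the summit count under a Poisson distribution with that background, before and after correction for the number of places tested, so that each holds a p-value or a q-value on a log scale. No value of an input or IgG library enters these lists as far as their columns show, and the local background is then an estimate from the ChIP reads themselves, which strong neighbouring signal raises.

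The class list was made by the authors from pooled CTCF peaks that they had found in at least 2 livers. Its classes are anchors of topologically associating domains (TADs, the megabase-scale domains within which chromatin contacts are most frequent), anchors of loops predicted within TADs (intra-TAD anchors), other sites with cohesin and CTCF (other CAC sites), and CTCF sites without cohesin (lone CTCF sites). The deposited motif score is the log-odds score that the authors obtained for the best CTCF motif in each site, beside its strand. The authors chose TAD anchors by motif, motif strand, presence in all of their CTCF libraries and distance to a TAD boundary, and intra-TAD anchors by motif strand and by the peak and motif scores of CTCF and Rad21. They kept only intra-TAD loops that were predicted in all of their livers and contained a transcription start. Loops that covered most of a TAD, or joined TAD anchors at both ends, were removed. Comparisons of these same properties between classes therefore describe the lists and are not independent tests of the selection. Flags for overlap with Stag1, Stag2 and Top2b peaks came from public data that the authors used. These columns carry no header. Their order was taken from the study's description of the same listing, so the names Stag1 and Stag2 rest on that order.

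All 22 chromosome names of both lists were present in the reference assembly of that build (NCBIM37), 0 peaks reached past a chromosome end and 0 summits lay in unsequenced bases. Genes were taken from GENCODE vM1, the annotation of that assembly, with 45961 distinct transcription starts of 22380 protein-coding genes. Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, Numba 0.67.0, pysam 0.24.0, samtools 1.23.1 and Matplotlib 3.10.9.

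A CTCF peak and a Rad21 peak that shared at least 1 bp were called co-bound, and Rad21 peaks without such a CTCF peak were called CNC (cohesin-non-CTCF) peaks. Where several peaks overlapped a site, the strongest was used. The number of overlaps was compared with 1000 random circular shifts of the Rad21 peaks along each chromosome, in a one-sided test for which the smallest p is 0.000999. Strengths of peak classes were compared by the Kolmogorov-Smirnov distance (D) with a two-sided permutation test over 100000 permutations of the class labels, for which the smallest p is 1e-05. Direction and size are given as the probability that a peak of one class exceeds a peak of the other, with ties split evenly (AUC, where 0.5 means no difference). The same number of permutations was used for Spearman's rho and for sign-flip tests over chromosomes, and 10000 permutations of strands within chromosomes for motif order. The 13 tests with a p-value form one family, and Benjamini-Hochberg adjusted values are given beside the raw ones. Peaks are not replicates. With lists of this size small differences reach the smallest p, so each p is reported with the size of the difference, and sign-flip tests over chromosomes were run as an alternative that treats each chromosome with at least 10 peaks per class as a unit.

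Shares carry 95% Wilson confidence intervals, which cover counting error only and not variation between mice. The study gives only a range of reads per sample. Since the lists hold pooled peaks, the depth of each library at a peak is unknown. The number of fragments at each summit and the local background were instead recovered together from the fold and the −log10 p, which fix both. The recovered count was a whole number at 99.996% of CTCF peaks and 99.997% of Rad21 peaks, with 3 and 2 exceptions. The weakest CTCF peak had 16 fragments at its summit and the weakest Rad21 peak 15, for relative counting errors of 25.0% and 25.8%. The medians were 69 and 47 fragments, with errors of 12.0% and 14.6%. The background had a lower limit of 5.99 fragments in the CTCF list and 5.13 in the Rad21 list, the genome-wide floor of each. The pileups of the lists are compared within a factor only.

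A CTCF motif was also learnt from the reference sequence by expectation maximisation, with no matrix of a motif database as input. The windows reached 40 bp to each side of the summits of the 2000 strongest TAD anchors on odd-numbered autosomes. All of these sites carry the authors' motif, and each window was turned to its deposited strand. The learnt motif is therefore not independent of the authors' motif calls. A summit was counted as having this motif when the best match within 100 bp scored above 95% of matches around positions 2 kb away. Each peak was placed, by its summit, within 1 kb of a transcription start, in an exon, in an intron or between genes, in this order. The permutation and shift tests and the recovery of summit counts were tested on simulated data, while Fisher's exact test was used as SciPy provides it. In 200 simulations per test without an effect, the share with p under 0.05 was 5.00% for the comparison of classes, 5.00% within strata of matched strength, 6.00% for sign flips, and 4.50% each for Spearman's rho, circular shifts and strand order. With a planted effect it was 98.5% for sign flips and 100% for the other tests. The summit count was recovered at 100% of 19956 simulated peaks.

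The tests, the sites to be named and 77 recomputations of the results were chosen before the data were examined. The recomputations varied the overlap rule, the score limit, the measure of strength, the chromosomes used, the unit of permutation, matching on CTCF strength and the pairs of sites compared. A further 6 were chosen after the data had been seen: Rad21 strength at matched CTCF strength (for both anchor comparisons), correlation by recovered pileup, summit offset at lone sites, motif order of distant pairs, and CTCF strength of other CAC and lone sites above a common score limit. The learnt motif, the recovered pileups, the flags, the places relative to genes and the tests by chromosome were added after the lists had been seen too. The sites named are the strongest site of each class by score, the strongest co-bound Rad21 peak and the strongest CNC peak. Single libraries, other sexes, contact maps and expression were not analysed here. Rad21 peaks on the mitochondrial chromosome were left out of the comparison of Rad21 strengths.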

Results

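The study collected CTCF and Rad21 ChIP-seq data from livers of adult male mice to ask which CTCF sites anchor domains and loops of chromatin. The pooled CTCF list, from 4 libraries, held 76683 peaks over 32.7 Mb of the mm9 genome, with a median width of 398 bp. The pooled Rad21 list, from 3 libraries, held 67369 peaks over 30.9 Mb, with a median width of 413 bp. There are no values per library in these lists, so no spread between replicates can be given for any value below. The number of fragments at a CTCF summit had quartiles of 34 and 194 and a median of 69, while that at a Rad21 summit had quartiles of 30 and 86 and a median of 47. The authors' peak score, which rises with the significance of the peak, ranged from 17 to 47603 for CTCF and from 16 to 15041 for Rad21.

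The first question was how many binding sites the factors share, since the study defines its main class of site by overlap of both. Of the CTCF peaks, 51621 overlapped a Rad21 peak, a share of 67.3% (95% confidence interval 67.0 to 67.6%). After random shifts of the Rad21 peaks along the chromosomes a mean of 1796 CTCF peaks, or 2.34%, did so, and at most 2140 in 1000 shifts. The observed count was 28.7 times the shifted mean (permutation p = 0.000999, the smallest that this number of shifts can give; adjusted p = 0.000999). The overlap rule moved the share most downward, to 55.5% when summits had to lie within 100 bp of each other, whereas in the authors' class list, made of peaks found in several livers, the share rose to 81.6%, or 42801 of 52436 sites. Conversely, 15321 Rad21 peaks were CNC peaks, a share of 22.7% (22.4 to 23.1%), which rose to 36.8% when co-binding was defined by summit distance.

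The share of CTCF peaks with a Rad21 peak rose with CTCF strength. When the CTCF peaks were divided into 10 equal bins by summit pileup, in the weakest bin, with a median of 22 fragments at the summit, 32.5% overlapped a Rad21 peak (31.5 to 33.6%). In the strongest bin, with a median of 509 fragments, 99.6% did (99.5 to 99.8%). Anchors of TADs or intra-TAD loops made up 0% of the weakest bin and 68.5% of the strongest bin.

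**Figure D1:**
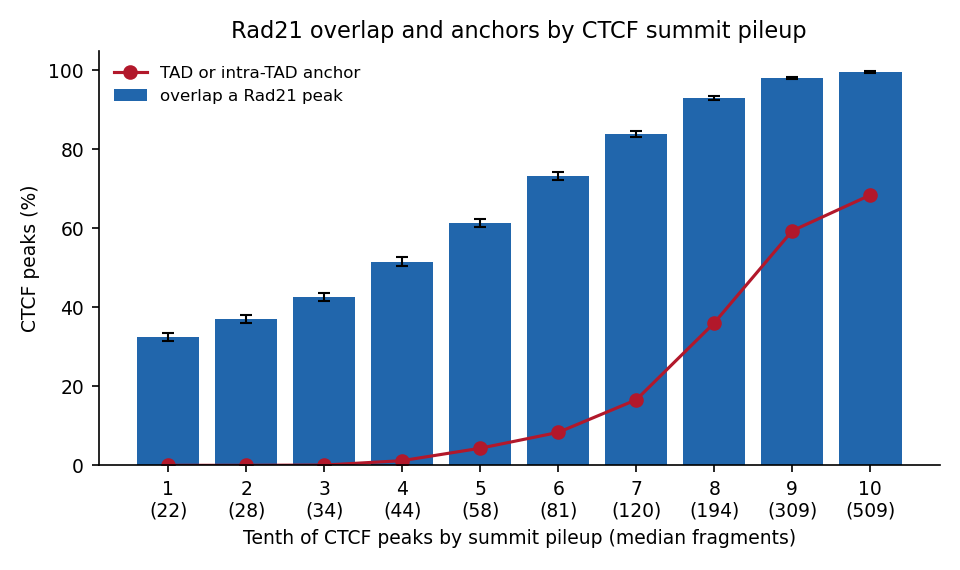
CTCF peaks in 10 equal bins of rising summit pileup (x axis, median fragments in brackets) against the percentage of peaks that overlapped a Rad21 peak (bars, with 95% Wilson intervals) or were TAD or intra-TAD anchors (line). Both rise with pileup, the bars from 32.5 to 99.6% and the line from 0 to 68.5%.

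Strengths of co-bound peaks were then compared with those of peaks of either factor alone. The median Rad21 score was 245 at 52043 co-bound peaks and 65 at 15321 CNC peaks (D = 0.566, AUC = 0.855). The median CTCF score was 777 at the 51621 co-bound peaks and 107 at the 25062 peaks without Rad21 (D = 0.508, AUC = 0.812). The permutation p of both comparisons was 1e-05, the smallest that the permutations can give, with adjusted values of 1.3e-05. The median score was higher in the co-bound class on 21 of 21 chromosomes for each factor. Among the alternatives, a score limit of 100 and a reciprocal overlap of 50% lowered the AUC for Rad21 most, each to 0.840. Measuring strength by fold lowered that for CTCF most, to 0.789.

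The authors' class list held 52436 CTCF sites. TAD anchors numbered 5861 (11.2%, 10.9 to 11.4%), intra-TAD anchors 9052 (17.3%, 16.9 to 17.6%), other CAC sites 26970 (51.4%, 51.0 to 51.9%) and lone CTCF sites 10553 (20.1%, 19.8 to 20.5%). All 26970 other CAC sites overlapped a peak of the pooled Rad21 list. Of the anchors, 456 TAD and 290 intra-TAD anchors did not. Of the lone sites, 8889 had no Rad21 peak in the pooled list and 1664 did. All of these 1664 lone sites had a CTCF score of at most 129, and the lowest score of any other CAC site was also 129, so the boundary between both classes at sites with Rad21 coincided with a score limit. The 8889 other lone sites reached scores of up to 9062.

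The classes were taken here in sequence from TAD anchors through intra-TAD anchors and other CAC sites to lone sites. Neighbouring classes were compared for CTCF strength. The median CTCF score of TAD anchors was 2433 against 2999.5 at intra-TAD anchors (D = 0.141, AUC = 0.414). This difference was small by fold, with medians of 18.9 and 19.7 (AUC = 0.478). Intra-TAD anchors exceeded other CAC sites, whose median score was 701 (D = 0.542, AUC = 0.832). Other CAC sites exceeded lone sites, whose median score was 217 (D = 0.448, AUC = 0.812). Each of these permutation tests gave p = 1e-05, the smallest possible, and an adjusted value of 1.3e-05. TAD anchors had the lower median on 20 of 20 chromosomes, and each of the other differences had the same sign on 20 of 20 chromosomes. Because of the score limit, the last comparison was repeated with lone sites that lacked a Rad21 peak and with sites of both classes above a score of 129. The median scores were then 701.5 at 26956 other CAC sites and 285 at 7811 lone sites (AUC = 0.746). Peak score was among the criteria for intra-TAD anchors, which makes their high scores part of their definition.

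**Figure D2:**
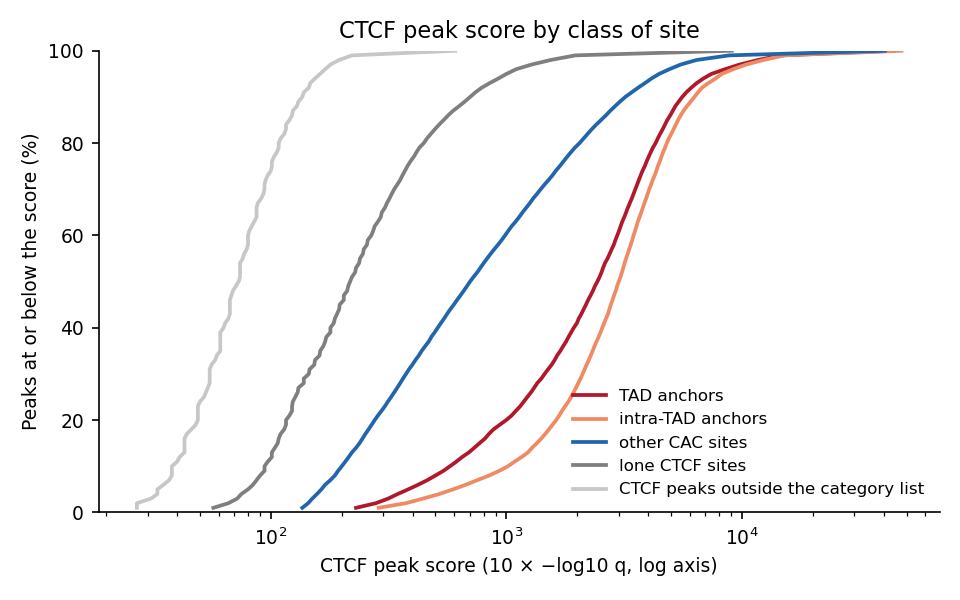
Percentage of CTCF peaks at or below each peak score (x axis, 10 times the −log10 of the q-value, log axis) for the 4 classes of site and for CTCF peaks outside the class list. The curves lie in the order of their medians, with outside peaks lowest (73), then lone sites (217), other CAC sites (701), TAD anchors (2433) and intra-TAD anchors (2999.5).

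Rad21 strength, the other input of the authors' loop prediction, followed the same order as CTCF strength. The median Rad21 score was 755 at the 5405 TAD anchors with a listed Rad21 peak and 979 at 8762 intra-TAD anchors (D = 0.124, AUC = 0.424). At other CAC sites it was 232 (D = 0.526, AUC = 0.823 for intra-TAD anchors over other CAC sites). Both permutation tests gave p = 1e-05, the smallest possible, with adjusted values of 1.3e-05. At sites of matched CTCF score both differences kept their direction and were smaller, with AUC values of 0.469 and 0.639. Across all 42801 class-list sites with both peaks, CTCF and Rad21 scores were correlated (Spearman's rho = 0.706, permutation p = 1e-05, the smallest possible, adjusted p = 1.3e-05), although sites are not independent replicates. The coefficient was 0.632 within TAD anchors, 0.621 within intra-TAD anchors and 0.540 within other CAC sites. Within the 1664 lone sites with a Rad21 peak, which span only scores up to 129, it was −0.00751 (permutation p = 0.757).

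Motif properties were compared next, because the study treats the CTCF motif as directional. Every anchor had a deposited motif, as the definition requires, whereas 76.5% of other CAC sites and 73.8% of lone sites had one. The median motif score was 17.8 at anchors and 14.7 at the 20632 other CAC sites with a motif (D = 0.280, AUC = 0.691, permutation p = 1e-05, the smallest possible, adjusted p = 1.3e-05). At matched CTCF score the AUC was 0.597. The median peak width was slightly higher at anchors than at other CAC sites, with 482 and 470 bp (AUC = 0.522). Quartiles were 436 and 540 bp at anchors and 397 and 604 bp at other CAC sites, whose widths thus spread more. The distance between both distributions (D = 0.145, permutation p = 1e-05, the smallest possible, adjusted p = 1.3e-05) covers spread as well as shift. The direction of the AUC reversed at matched CTCF score, where it was 0.427.

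The motif learnt here from the strongest TAD anchors had the consensus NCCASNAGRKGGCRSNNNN over 19 bp, in the usual code for ambiguous bases. On even-numbered autosomes, which were not used for learning, 16074 sites had both a deposited motif and a match of the learnt one. The best match lay on the deposited strand at 15779 of them (98.2%). Since the learning windows were turned to the deposited strand, this describes agreement of both motif calls and is not an independent test of strand. The learnt motif occurred near the summits of 93.8% of TAD anchors, 95.7% of intra-TAD anchors, 59.6% of other CAC sites and 61.8% of lone sites. The share of TAD anchors includes the sites used for learning. CNC peaks had it at 5.66% of summits (5.30 to 6.04%), against 4.60% at flanking positions 2 kb away. Of co-bound Rad21 peaks 57.5% had it.

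The Rad21 summit was displaced along the motif. At 35443 sites with a motif and both peaks, the median distance from the CTCF summit to the Rad21 summit was 17 bp toward the 3′ end of the motif, with quartiles of −7 and 41 bp. The median was positive on 21 of 21 chromosomes (sign-flip permutation p = 2e-05, adjusted p = 2.36e-05). The distance was 20 bp at anchors and 15 bp at other CAC sites. At 28967 sites with the learnt motif, the median CTCF summit lay at −10 bp and the median Rad21 summit at 15 bp from the motif centre. Among lone sites with a listed Rad21 peak and a motif the median was 7.5 bp, with quartiles of −76 and 87.25 bp, and was not distinguishable from 0 (permutation p = 0.318, 644 sites).

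**Figure D3:**
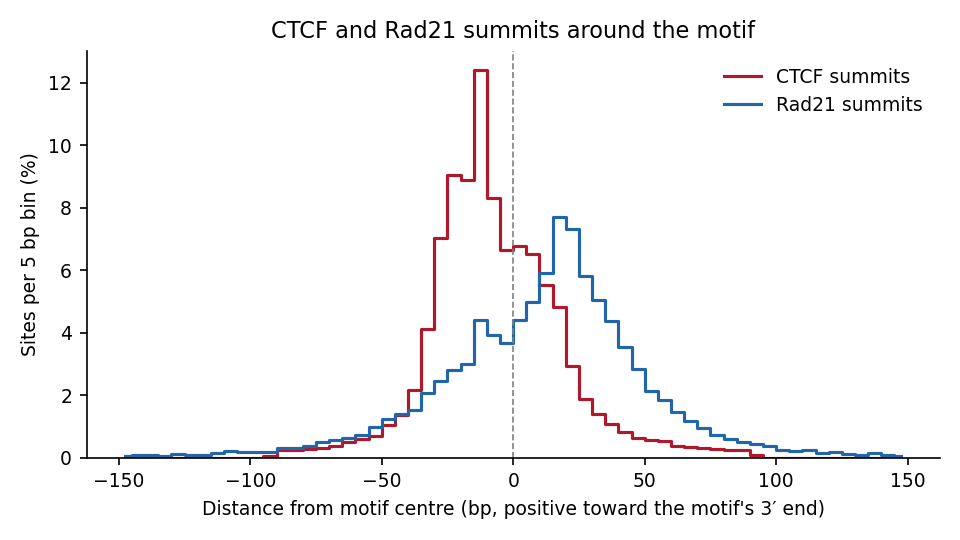
Percentage of sites per 5 bp bin (y axis) with the CTCF summit (red) or the Rad21 summit (blue) at each distance from the centre of the learnt motif (x axis, bp, positive toward the 3′ end), over 28967 sites. The CTCF summits peak on the 5′ side (median −10 bp) and the Rad21 summits on the 3′ side (median 15 bp), and both distributions overlap widely.

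The order of motif strands in neighbouring anchors was examined next. For intra-TAD loops the study pairs a + strand anchor with a downstream − strand anchor (convergent order). At a TAD boundary it instead excluded such pairs, which favours divergent order between neighbouring TAD anchors at short distances. Of 14893 pairs of consecutive anchors of both kinds, 27.3% were convergent (26.6 to 28.1%), against a mean of 25% when strands were permuted within chromosomes (permutation p = 0.0001, the smallest possible, adjusted p = 0.000108). This difference changed direction with the distance between neighbours. Among 12169 pairs less than 200 kb apart 22.6% were convergent, fewer than after permutation, and among 2724 pairs at least 200 kb apart 48.7% were. Consecutive TAD anchors were convergent in 42.5% and divergent in 42.6% of 5841 pairs. At distances under 10 kb all 522 pairs were divergent, which allows a convergent share of up to 0.731%, and at 100 to 200 kb 77.9% were convergent (74.3 to 81.1%). Intra-TAD anchors followed another course. They were convergent in 3% of pairs under 10 kb, in 41.5% at 30 to 100 kb and in 40.3% at 100 to 200 kb, but in only 17.9% of pairs at 500 kb or more, where 56.9% were divergent. Strand order was part of the authors' rules for anchors. Consecutive other CAC sites, which are the sites left after anchors had been chosen with that rule and so are not independent of it, were convergent in 24.6% of 20610 pairs against a permuted mean of 25% (permutation p = 0.0497). They too were convergent less often than after permutation in pairs less than 200 kb apart (24.3%, permutation p = 0.0007) and more often in pairs at least 200 kb apart (27.1%, permutation p = 0.0039), with smaller differences than at anchors. These 3 tests are outside the family.

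**Figure D4:**
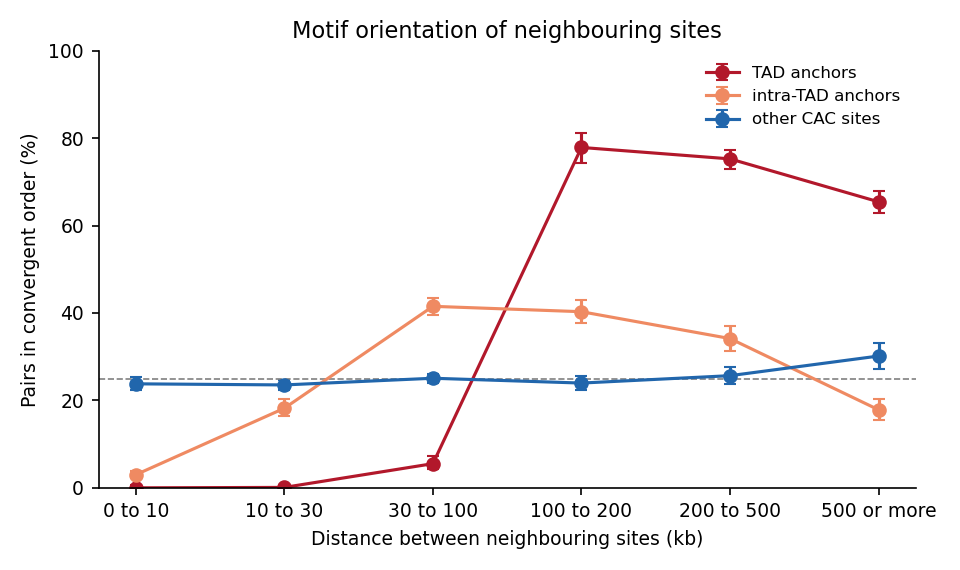
Percentage of consecutive sites in convergent motif order (y axis, with 95% Wilson intervals) by distance between the neighbours (x axis, kb), for TAD anchors, intra-TAD anchors and other CAC sites, with a dashed line at the share of random strands. TAD anchors rise from 0% under 10 kb to 77.9% at 100 to 200 kb, intra-TAD anchors rise from 3 to 41.5% at 30 to 100 kb and fall to 17.9% at 500 kb or more, and other CAC sites stay between 23.5 and 30.2%.

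The deposited flags record overlap with peaks of the cohesin subunits Stag1 and Stag2 and of topoisomerase II beta (Top2b) in other data. Stag2 was flagged at 95.3% of TAD anchors, 97.5% of intra-TAD anchors, 95.5% of other CAC sites and 57.5% of lone sites. For Stag1 the shares were 89.9, 94.8, 75.3 and 26.9%, and for Top2b 70.6, 77.6, 58.0 and 18.0%. Of all 52436 sites 54.8% carried the Top2b flag, and 51.1% carried it outside the lone class. The lone class was not uniform. Top2b was flagged at 68.3% of the 1664 lone sites with a Rad21 peak and at 8.63% (8.06 to 9.23%) of the 8889 without one. Anchors exceeded other CAC sites by 16.9 percentage points for Top2b over all strengths, but at matched CTCF strength the mean difference over 10 bins was −7.06 points, with single bins from −34.8 to 11.9 points and anchors higher in 5 of them. For Stag1 a difference of 17.5 points became 0.757 points, with bins from −11.2 to 6.81 points and anchors higher in 6. For Stag2 a difference of 1.14 points changed sign to −6.89 points, with bins from −21.3 to 0.729 points and anchors higher in 4. Each bin counted alike in these means, although anchors are scarce among weak sites. About 1% of TAD anchors had a score of 230 or less, against about 14% of other CAC sites. The anchors also include 456 TAD and 290 intra-TAD sites without a pooled Rad21 peak, which every other CAC site had. Matching on CTCF strength does not remove this difference, so the changes of sign cannot be assigned to anchors as such.

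**Figure D5:**
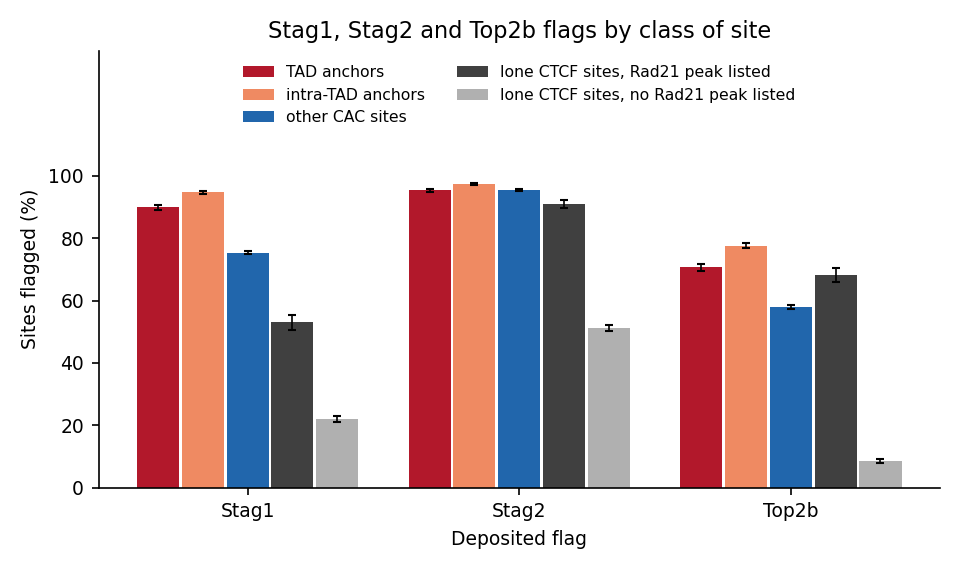
Percentage of sites (y axis, with 95% Wilson intervals) that carry the Stag1, Stag2 or Top2b flag in each class, with lone CTCF sites divided by whether the pooled Rad21 list holds an overlapping peak. For Top2b the 1664 lone sites with a Rad21 peak (68.3%) lie near the TAD anchors (70.6%), and the 8889 without one are lowest (8.63%).

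Positions relative to genes also differed between classes. Within 1 kb of a transcription start, a zone covering 2.22% of the genome, lay 31.2% of other CAC sites (30.6 to 31.7%), 10.1% of TAD anchors, 11.1% of intra-TAD anchors and 13.7% of lone sites. Of co-bound Rad21 peaks 24.8% lay there, and of CNC peaks 12.6%. The mean difference over chromosomes was −10.8 percentage points, with CNC peaks higher on 1 of 21 (sign-flip permutation p = 2e-05, outside the family of tests). Introns held 44.4% of CNC peaks and 33.4% of co-bound Rad21 peaks.

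The strongest site of each class was located in mm9. The strongest TAD anchor lay on chromosome 3 from 54539028 to 54539648, with a score of 44298, 3974 fragments at the summit and a motif on the + strand. No annotated gene covered its summit, which was 38 bp upstream of the start of Exosc8. The strongest intra-TAD anchor lay on chromosome 8 from 73153554 to 73154096, in a coding exon of Gdf15 (ENSMUSG00000038508.7), with a score of 47603 and 4307 fragments. Its deposited motif was on the − strand, although the best match of the learnt motif was on the + strand. The strongest other CAC site lay on chromosome 11 from 102963923 to 102964388, in an exon of the untranslated region (UTR) of Acbd4 (ENSMUSG00000056938.9), with a score of 40433 and 3516 fragments. The strongest lone site lay on chromosome 7 from 19881181 to 19881602, in a UTR exon of Rtn2 (ENSMUSG00000030401.9), with a score of 9062 and 1046 fragments. It had no deposited motif and no match of the learnt one. It carried the Stag2 and Top2b flags, but not the Stag1 flag, in the absence of a Rad21 peak.

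The strongest co-bound Rad21 peak lay on chromosome 15 from 101896026 to 101896569, with a score of 15041 and 1355 fragments. It overlapped a TAD anchor, its summit was 1 bp from the CTCF summit, and no annotated gene covered it, the nearest start being that of Eif4b 7921 bp away. The strongest CNC peak by score lay on chromosome 10 from 128020767 to 128021199, in an intron of Erbb3 (ENSMUSG00000018166.8). Its score of 2941 was shared to every digit by 1 other Rad21 peak, and its fold was only 2.58. It is also 1 of the 2 Rad21 peaks at which the recovered pileup (2033) was not a whole number, so neither this count nor the recovered local background of 788 fragments can be taken as measured. It does not stand for typical CNC peaks.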

Values the study reported

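The study counted 52,436 CTCF peaks seen in 2 or more of its liver samples, and 42,801 of these overlapped a Rad21 site. It assigned 5,861 CTCF sites to TAD loops and 9,052 to intra-TAD loops. Both kinds of anchor together were put at 27% of liver CTCF sites. Sites with CTCF, cohesin and Top2b made up 70.6% of TAD anchors and 77.6% of intra-TAD anchors, compared with 46.6% of all CTCF sites. Top2b was given as present at 8.5% of CTCF sites that lack cohesin.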

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

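None of the tests in this part was chosen after its own result had been seen, but the patterns were noticed in the same lists that the tests used. Per the study, the libraries of both factors came from a shared set of male livers. There is no contrast between groups of mice, so no biological explanation could be tested by comparing groups. The comparisons by class leave out 24247 CTCF peaks of the pooled list that are absent from the authors' class list. They drew attention because signal was present where no class was assigned. Their median score was 73, with a median of 28 fragments at the summit, against 217 and 51 at lone CTCF sites.

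Of these peaks 8820 overlapped a Rad21 peak (36.4%, 35.8 to 37%). Chance overlap in regions rich in peaks was tested by shifting the Rad21 peaks by 5 to 50 kb. The observed count was 7.53 times the shifted mean of 1172, and the highest of 200 shifts gave 1297. Weak sites of the CTCF motif, as a candidate explanation of the overlap, would require the motif at least as often where Rad21 is present. It was less frequent there, at 19.9% against 51.6% of the peaks without Rad21, a ratio of 0.386. Open promoters would account for the overlap if it vanished away from transcription starts. Over 1 kb from any start, 33.5% of the peaks still overlapped Rad21, which was 6.99 times the count after local shifts. The median distance between both summits was 84 bp at overlapping peaks without the learnt motif and 50 bp at those with it, against 32 bp at sites of the class list. Each of these values argues against the explanation it tests as the whole cause. Open chromatin away from promoters may still favour both antibodies alike, and this could be examined with a control library, which was not used here.

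The learnt motif occurred at 9724 of the peaks outside the class list (40.1%, 39.5 to 40.7%), against 4.62% at flanking positions 2 kb away. Most of the excess lay at peaks without a Rad21 peak. These peaks have few fragments, and whether they were missed in single libraries for lack of depth cannot be derived from pooled lists.

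The mitochondrial chromosome carried 8 CTCF peaks, 6 of them sites of the class list, and 5 Rad21 peaks. Of the CTCF peaks, 0 had the learnt motif. Unspecific signal from abundant mitochondrial DNA is a candidate explanation. It predicts a raised local background, and all 13 peaks of both lists had a background above the genome-wide floor. This is weak evidence, since only 26.7% of all CTCF peaks and 18.3% of all Rad21 peaks sat at the floor, so most peaks elsewhere meet the same condition. The CTCF fold at these peaks ranged from 2.50 to 6.68.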

How the results depend on the processing

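The results were recomputed under 83 alternatives, 77 of them chosen before the data were examined and 6 chosen afterwards. Direction and side of the threshold held in 68 of them, 63 of these from the first set. In the others 1 result became weaker, 0 became stronger, 11 moved and 3 reversed. Every comparison of CTCF or Rad21 strength between classes kept its direction and stayed past the threshold under each alternative run. The AUC ranged from 0.840 to 0.856 for Rad21 at co-bound over CNC peaks, from 0.789 to 0.841 for CTCF at co-bound peaks over those without Rad21, from 0.414 to 0.478 for CTCF at TAD over intra-TAD anchors, and from 0.427 to 0.477 for Rad21 at these anchors. For other CAC over lone sites it ranged from 0.746 to 0.823, the lowest value being that above the common score limit. For intra-TAD anchors over other CAC sites it ranged from 0.784 to 0.832 for CTCF and from 0.639 to 0.823 for Rad21.

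The share of CNC peaks moved to 33.7% under reciprocal overlap of 50%, to 36.8% with summits within 100 bp, to 15.5% with a score of at least 100 in both lists and to 34.9% with only the CTCF sites of the class list. The rules on overlap and on summits are stricter by construction, the class list holds fewer CTCF peaks, and the score limit removes weak peaks, among which CNC peaks are frequent. With a score of at least 100, intra-TAD anchors made up 17.7% of the class list, other CAC sites 52.7% and lone sites 18.2%, because the limit removed lone sites alone. When the classes were recomputed from the pooled Rad21 list, TAD anchors made up 10.3%, intra-TAD anchors 16.7%, other CAC sites 54.6% and lone sites 18.4%.

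Peak width reversed at matched CTCF strength (AUC = 0.427), and the cause was not tested. The correlation of scores vanished within lone sites (rho = −0.00751, a change of sign not distinguishable from 0), where scores end at 129, and the cause was not tested further. The share of convergent pairs reversed for pairs less than 200 kb apart (22.6%, against 48.7% at larger distances). The rule for TAD anchors excludes convergent pairs at a boundary and may contribute. It does not cover pairs of intra-TAD anchors, of which only 3% were convergent under 10 kb. For those the study required a transcription start within each loop. The cause was not tested. The summit offset weakened to 7.5 bp at lone sites, with 644 sites, and the cause was not tested. Some of the choices made in advance changed nothing by construction. There were 0 touching peaks to merge, widths in the class list equal those of the pooled peaks, and neither the motif nor a CTCF score of at least 100 removed any anchor from the comparisons of CTCF strength.

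No paired analysis was possible because the libraries of each factor were merged into one list, and for the same reason leaving out replicates was not possible. Pooling also limits what the depth can show, since at the weakest CTCF peaks, with 16 fragments, a Rad21 peak of similar strength may lie under its own limit of 15 fragments, so the 32.5% of the weakest bin is not a measure of absence of cohesin at the rest. The share with Rad21 was 64.4% among CTCF peaks when both lists were limited to a score of at least 100.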

Other observations

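The test of Rad21 depth at strong CTCF peaks, the test of chromosome Y copies and the test of weak sites with Rad21 in the lone class were chosen only after the results they bear on had been seen. The design names no contrast between groups of mice, so no explanation was tested by comparing groups, and the tests below use properties of the sites and chromosomes instead.

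The share of sites with the Top2b flag was 18.0% in the lone class. That is higher than the value quoted from the study above for sites without cohesin. At the 8889 lone sites without a peak in the pooled Rad21 list it was 8.63%.

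Within the lone class the Top2b flag was most frequent at the weakest sites. It was present at 37.8% of the weakest of 5 equal bins of pileup and at 11.2% of the strongest. Promoters do not account for this, because over 1 kb from a transcription start the weakest bin still exceeded the strongest by 27.5 percentage points. Nor does binding without the motif account for all of it, because at lone sites with a deposited motif the difference was 11.2 points. A candidate explanation is that weak sites with Rad21 were kept in the lone class by the score limit near 129 described in the results. Once the 1664 lone sites that overlap the pooled Rad21 list were left out, the weakest bin differed from the strongest by −2.08 points (Fisher's exact test, p = 0.0698), so the excess was gone. The same limit may underlie the absence of a correlation between CTCF and Rad21 scores in that class (rho = −0.00751), since only a narrow range of CTCF scores remains there. The way in which the limit arose was not tested. Anyone who uses the deposited lone class as sites without cohesin might first remove the sites that overlap the pooled Rad21 peaks.

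Among the CTCF peaks of the 2 strongest of 10 bins of pileup, 170 had no Rad21 peak, of which 119 were lone sites, 20 TAD anchors and 30 intra-TAD anchors. Their median CTCF pileup was 304 fragments. Limited depth of the Rad21 list was examined as a cause. Assuming a log-normal spread of Rad21 pileup within each bin, 25.9 peaks would fall below a detection limit of 21 fragments, and the observed count was 6.56 times that number. This rests on the assumed tail and limit. When the tail was extended geometrically, it held 85.4 peaks under 21 fragments against 183 observed, undetected peaks included, but 462 peaks under 29.7 fragments against 333 observed. Limited depth therefore remains open. The Stag2 flag, from other data, was present at 61.8% of the peaks without Rad21 and at 99.3% of the other peaks of the same bins, which does not separate limited depth from little cohesin, since sites with the least cohesin are lost first in either case.

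Chromosome X had 1596 CTCF peaks, or 9.58 per Mb, against a mean of 30.7 and a lowest value of 23.1 per Mb among the autosomes. A single copy of X in male cells lowers the reads there. Autosomal pileups thinned to 50% left a mean of 24.3 and a lowest value of 18.2 peaks per Mb, so the density on X was 0.393 times the mean after thinning. Fewer genes on X were tested by a line of thinned density on starts per Mb over the 19 autosomes. The density on X lay at −10.1 peaks per Mb from that line, while the largest residual of an autosome was 5.61 in size. Rad21 peaks gave 7.07 per Mb on X and a thinned mean of 20.6 per Mb. Both explanations could therefore hold in part but not account for the whole deficit. The share of X that reads with a unique position cannot reach was not measured.

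A pair of Rad21 peaks, on chromosome 8 from 112095736 to 112096130 and on chromosome 10 from 128020767 to 128021199, had identical scores, folds and −log10 p values. Repeats of these values are common, at 40331 Rad21 peaks, since fragment counts are whole numbers. This pair was singled out after its values were seen, because its recovered background of 788 fragments compares with 138 at the next highest Rad21 peak. The recovered pileup of 2033 was not a whole number, so the recovery does not hold at these peaks. The same sequence at both places is a possible explanation, but the intervals shared 0 of the 365 words of 31 bases in the chromosome 8 interval. The cause of the identical values remains open.

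On chromosome Y, 34 of 99 CTCF peaks had a local background over 5 times the floor, all between positions 1788126 and 2902249. More copies in the liver DNA than in the reference are a candidate explanation, which predicts that the background rises alike for both factors. At 83 peaks present in both lists the median ratio of CTCF to Rad21 background was 1.08 (bootstrap 95% interval 1.05 to 1.10), while the ratio of the floors was 1.17. The interval excludes the floor ratio, but autosomal pairs with a fold under 4 had a median ratio of 1.01 with quartiles of 0.826 and 1.17. Without a control library the baseline ratio is not fixed, and extra copies cannot be told apart from enrichment by both antibodies.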
